# Transcriptome Tomography for Brain Analysis in the Web-Accessible Anatomical Space

**DOI:** 10.1371/journal.pone.0045373

**Published:** 2012-09-19

**Authors:** Yuko Okamura-Oho, Kazuro Shimokawa, Satoko Takemoto, Asami Hirakiyama, Sakiko Nakamura, Yuki Tsujimura, Masaomi Nishimura, Takeya Kasukawa, Koh-hei Masumoto, Itoshi Nikaido, Yasufumi Shigeyoshi, Hiroki R. Ueda, Gang Song, James Gee, Ryutaro Himeno, Hideo Yokota

## Abstract

Increased information on the encoded mammalian genome is expected to facilitate an integrated understanding of complex anatomical structure and function based on the knowledge of gene products. Determination of gene expression-anatomy associations is crucial for this understanding. To elicit the association in the three-dimensional (3D) space, we introduce a novel technique for comprehensive mapping of endogenous gene expression into a web-accessible standard space: Transcriptome Tomography. The technique is based on conjugation of sequential tissue-block sectioning, all fractions of which are used for molecular measurements of gene expression densities, and the block- face imaging, which are used for 3D reconstruction of the fractions. To generate a 3D map, tissues are serially sectioned in each of three orthogonal planes and the expression density data are mapped using a tomographic technique. This rapid and unbiased mapping technique using a relatively small number of original data points allows researchers to create their own expression maps in the broad anatomical context of the space. In the first instance we generated a dataset of 36,000 maps, reconstructed from data of 61 fractions measured with microarray, covering the whole mouse brain (ViBrism: http://vibrism.riken.jp/3dviewer/ex/index.html) in one month. After computational estimation of the mapping accuracy we validated the dataset against existing data with respect to the expression location and density. To demonstrate the relevance of the framework, we showed disease related expression of Huntington’s disease gene and *Bdnf*. Our tomographic approach is applicable to analysis of any biological molecules derived from frozen tissues, organs and whole embryos, and the maps are spatially isotropic and well suited to the analysis in the standard space (e.g. Waxholm Space for brain-atlas databases). This will facilitate research creating and using open-standards for a molecular-based understanding of complex structures; and will contribute to new insights into a broad range of biological and medical questions.

## Introduction

Increased information on the encoded mammalian genome has led to an integrated understanding of complex biological structure and function based on the knowledge of gene expression [1], [2]. For investigations of the whole tissues or organs such as the mammalian brain, where there are an estimated 25,000 genes expressed [3], combined analyses of three-dimensional (3D) anatomical structures and quantified gene expression densities are critical because the structure is extremely complex and strongly related to its function, and activation or suppression of specific subsets of genes regulates cell-type or region-specific functions. As such, systematic approaches are needed to perform unbiased and comprehensive 3D mapping of gene expression densities in relation to anatomical structures.

Previous in situ hybridization (ISH)-based approaches to comprehensive endogenous gene expression (transcriptome) maps in the mouse include: the Edinburgh Mouse Atlas of Gene Expression (EMAGE) for the embryo equipped with section data, whole-mount data and optical projection tomography OPT data [4], [5], GenePaint [6], St. Jude’s Brain Gene Expression Map (BGEM) [7] and the Allen Brain Atlas of the Mouse (ABA) [3], which covers the adult whole mouse brain in 200 µm resolution of slice distances. In these databases, systematic investigation of fine expression data would be invaluable because gene expression is characterized at the cellular level. Histological analyses are rich in information in the x–y planes, but the information in the z axis is difficult to obtain at precisely the same level without extremely time-consuming and labor-intensive experimental efforts. Therefore, 3D reconstruction experiments have been limited to very selective conditions.

An alternative approach is a high-throughput analysis of gene expression data obtained by combination of microarrays or RNA-sequence methods and sample cubing. Voxelation Map [8], [9] and BrainStars [10] produce comprehensive expression datasets precise enough to recognize expression patterns in sub-structural regions of the macroscopic anatomy of the mouse brain at a resolution of 1 mm^3^ and in 500 µm-diameter regions, respectively. However, an increase in the resolution requires a cubic increase in sample numbers. Practically, about 50 data points were used for covering throughout the striatum level and for examining spotted areas mainly in the brainstem, respectively, in these studies; and the recently announced human whole brain atlas in ABA surveyed microarray with over 900 data points of dissected tissues. Therefore, investigations must be restricted to selected areas or low resolutions; otherwise, well-designed experimental systems are required to show a new paradigm for systemic approach to gene regulation for brain function.

Here we introduce a novel framework, Transcriptome Tomography, to create comprehensive expression maps in a broad and unbiased 3D-anatomical context using a relatively small number of original data points. The data were obtained from multiple samples sectioned in each of three orthogonal planes and were reconstructed into a 3D image space. This framework enabled us to rapidly produce an anatomical overview of comprehensive gene expression in the entire sample. We produced the first dataset of quantified expression densities in the mouse brain, including greater than 36,000 maps reconstructed from 61 microarray data of six mice placed in an anatomical context (ViBrism: http://vibrism.riken.jp/3dviewer/ex/index.html and examples to show how ViBrism-DB is to be used; Videos A–C in http://opensciences.brent-research.org/home/project-updates). After computational estimation of mapping accuracy, we evaluated the first dataset by comparative studies to existing datasets of ABA and BrainStars. The maps were isotropic and well suited in the recently proposed standard coordinate space for digital atlases: the Waxholm space [11]. We would demonstrate how this expression maps can be useful by assessing maps of Huntington’s disease related genes.

## Results

### Semi-automated Expression Mapping of Genes in a 3D Anatomical Context

Aiming at rapid and unbiased mapping of gene expression densities in a 3D image space, we introduce a tomographic framework, Transcriptome Tomography. Its technique is based on block-face imaging combined with tissue sectioning, which allows image reconstruction plus collection of tissues and expression analysis. To implement the tomographic approach to complex anatomical structures, we propose a novel framework for semi-automated sampling and mapping (Figure 1). Two types of data, non-stained tissue block-face images and gene expression densities measured with molecular methods, were acquired from a series of sliced tissues, which are termed a series of fractions. The data of multiple series obtained in multiple slicing directions, for instance three orthogonal sectioning planes (coronal, sagittal and horizontal), were then reconstructed into a single coordinate space as a 3D gene expression map using tomography techniques (Figure 1A).

**Figure 1:**
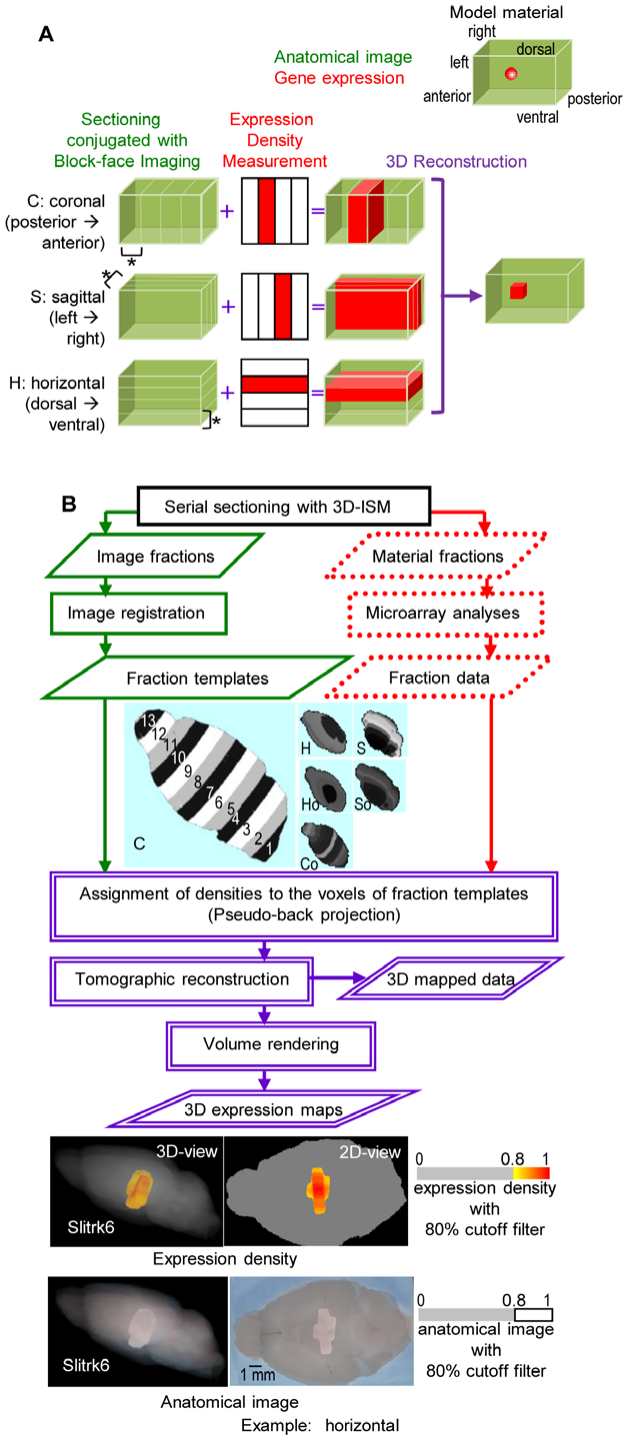
Transcriptome Tomography. (**A**) **A schematic illustrated using a model material.** Two types of data, material shape images (drawn with green lines) and gene expression densities (shown in red) of fractions (indicated with asterisks), are obtained with sectioning, conjugated with block-face imaging and expression density measurement, along three body axes (shown in parentheses). The three series of sectioning are named after orthogonal planes (C, S and H). The densities are assigned to the voxels (pixels on a regular grid in a 3D space) in the images (as shown with +) and subjected to tomographic reconstruction (indicated in purple). A series of the process from one direction needs one material; therefore, at least three genetically identical materials were required. (**B**) **An outline of the technique and the first dataset creation.** Two types of data, fraction templates, which are the material shape image (in green) and fraction data, which are gene expression densities measured with microarray (in dotted red), were acquired from the same fractions prepared with a sectioning machine 3D-ISM [12]. The fractions were named “image fractions” for the former data and “material fractions” for the latter (the preparation process seen in Video S1). Six fraction templates for the first dataset, two groups of three series sectioned in each of orthogonal and slightly oblique to the orthogonal planes: S/C/H and So/Co/Ho, composed of 9/13/6 and 10/16/7 fractions, respectively, (61 fractions in total as seen in Figure S1B), are shown with fraction numbers in Template C: 13 fractions of 1 mm (5 µm×200 sections)-thickness. The pseudo-tomography technique of mapping in a single coordinate space (named ViBrism) including image registration, pseudo-back projection and tomographic reconstruction is shown in the flowchart (see details in Figure S1A and Text S1). After volume rendering, 3D expression maps for genes (a sample: Slitrk6) are visualized as pseudo-colored expression densities and anatomical images with an 80% cutoff filter (also seen in Video S2). Slitrk6 is known to be expressed mostly in the thalamus as shown in the Allen Brain Atlas and BrainStars databases: 2Dand 3D views displayed here are compatible to those data shown below in Figure 4A and B and VideoS2.

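Slitrk6, measured with 1 probe that was well above background in all 61 fractions, had its highest intensity in S5, So6, C8, Co9, H4 and Ho5. In each of the 3 planes, the peak fractions of the mice are partners in Table S1. Its log2 intensity spanned 4.97 between the lowest and the highest fraction, and it varied over the pairs with F = 17.8 (adjusted p = 1.27e-10, limma's moderated F test with Benjamini-Hochberg adjustment).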

In the first instance, we applied this framework to the adult mouse brain and created a dataset of 36,558 expression maps (Figure 1B). The data acquisition process using a sectioning machine, 3D-ISM [12], was as follows: a block-face image was obtained before each 5 µm section was cut, then a serial set of sections (200 sections) was collected in batches as a fraction (5 µm×200 = 1,000 µm in width) and a series of fractions was obtained using a whole brain (Video S1). One brain sample is needed for each of the series and therefore, multiple samples of genetically identical littermates were required for an isotropic 3D reconstruction. The first dataset was created using six brain samples (61 fractions of six series in total, seen in Figure S1B). Three series was the minimal requirement for 3D reconstruction. However, six brain samples were generated for the purpose of statistical analysis. Block-face image data of the six brains underwent an image registration process to produce fraction templates (Video S2) of the virtual brain, which was a single brain in an x-y-z coordinate space displaying anatomical information (ViBrism: virtual brain with 3D-ISM). 

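The 6 brains were those of 8-week-old male mice of the inbred strain C57BL/6J, and each brain gave 1 series of fractions. The S series had 9 fractions, C had 13 and H had 6, and the slightly oblique So, Co and Ho series had 10, 16 and 7. Total RNA of every fraction was labeled with a single dye and hybridized to its own Agilent whole mouse genome array, so that an array gives the intensities of 1 fraction and not a ratio of fractions. The arrays lay on 16 slides with up to 4 arrays each, and neighboring fractions of a series mostly shared a slide. They were scanned on 5 days. S2 to S9 were scanned on one day, S1 with the So series on another, the Co series on the third, C1 to C12 on the fourth, and C13 with the H and Ho series on the fifth. The authors deposited the output of Agilent's Feature Extraction software for each array, in which the processed signal is the intensity of a spot after background subtraction, and a table of intensities that they had normalized per array. Here, the log2 of the processed signal was averaged over the spots of a probe, and the 75th percentile of the 41174 non-control probes was subtracted on each array. Between 57.9% and 73.1% of these probes were well above background on an array, with medians of 63.7% in S, 61.9% in So, 66.9% in C, 66.2% in Co, 69.7% in H and 68.9% in Ho. The 75th percentile of the signal ranged from 762 to 2061 intensity units, which was 165 to 881 times the signal of the negative control spots of the same array. No probe was saturated on any array. Among bright probes with repeated spots that were all well above background, the SD between the spots on 1 array had a median of 0.05 on the log2 scale. Dim probes and probes with a single spot were not covered by this SD. Each fraction was measured on 1 array, and the fractions that Table S1 pairs between the groups S/C/H and So/Co/Ho, which come from different mice, served as replicates. Of the 61 fractions, 56 form the 28 pairs, and So1, Co1, Co13, Co16 and Ho1 have no partner. The number of arrays limits the precision. The choices that could change the values are the percentile used for scaling, the background correction, the filter on dim probes and the pairing of the fractions.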

Comprehensive gene expression density were measured as intensity values on the microarray experimental platform using 36,558 probes (total probes, definition seen in the Materials and Methods) in each of the 61 fractions (fraction data). Densities were assigned to voxels of the fraction templates. This process comparable to back-projection in tomography was followed by the 3D reconstruction of the expression maps by averaging the densities in the voxels (3D mapped data) and 3D expression map visualization (Video S2). It required about one month for the creation of 3D mapped data and 3D expression maps (see details in the Text S1 for Supporting Methods and Figure S1).

### Validation of the First Dataset

Prior to 3D mapping the biological experimental dataset, accuracy of the present tomography technique was computationally estimated using 1,366 test spheres, phantoms of gene expression randomly located in the ViBrism space, and the diameter was 1,000 µm (Figure 2). The expression areas were reconstructed using the same fraction templates as the first dataset (see Supporting Methods in Text S2). Approximately 95% of the reconstructed areas (1,293/1,366 areas) overlapped with at least 5% of the corresponding test sphere areas in volume, and the reconstructed area was 1.7-fold larger in diameter than the test sphere areas (1.73+/−0.01). These results demonstrate that our present techniques were sufficient to reconstruct a 1,000-µm-diameter object located in most areas of the brain despite the size-over estimation.

**Figure 2:**
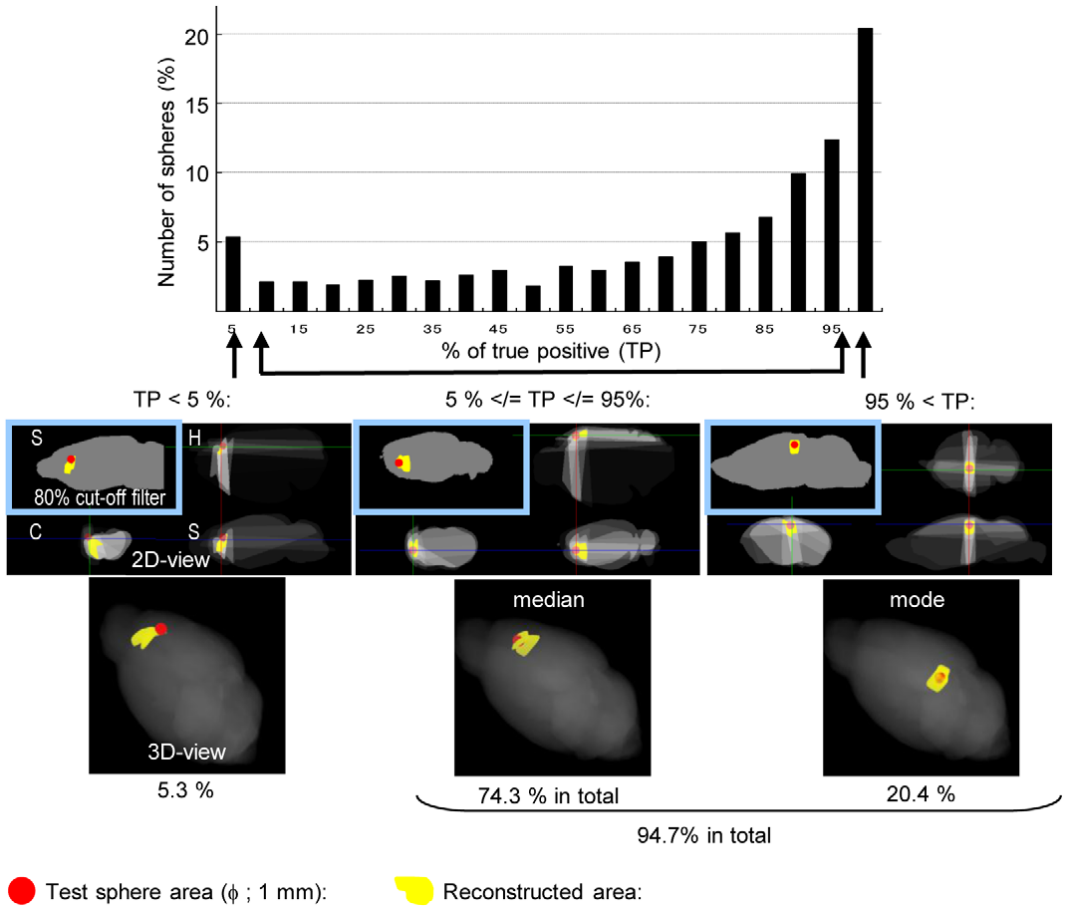
Results for the computational experiment of reconstruction using 1,366 test spheres. Gene expression that was evenly distributed in one of the test spheres located randomly in the virtual brain of ViBrism was computationally reconstructed (see Text S2 for Supporting Methods). A histogram for the number of test spheres with true positive rates (% of TP: percentages of test sphere volumes overlapped with the reconstructed area) is shown. Maps of the reconstructed results (shown in yellow) with the test spheres (in red) are attached. In 2D maps, the 80% cutoff filter was applied to the results of left-upper S panels; otherwise, the reconstructed densities are shown in gray scales. 3D maps are shown with the filter. Approximately one fifth (20.4%) of the test spheres had more than 95% of TP, which is the mode in the histogram, and 94.7% in total had at least 5% of TP as indicated. One of the mode results, the median result (TP = 80%) and one of the poorly reconstructed results (TP<5%) are shown. Only 0.8% of the test spheres resulted in no TP, which was mainly due to the peripheral location of the test spheres in the virtual brain (data not shown).

The fraction data, gene expression density data measured in each of the fractions as microarray intensity values using the total probes, were statistically validated. 

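Pearson's r between the log2 intensities of the detected probes was calculated for every pair of the 61 fractions. The mean r was 0.976 with an SEM of 0.00019 and an SD of 0.0081, and the median was 0.977. The highest coefficient, 0.995, was found between C7 and C8, which are neighboring fractions of the same brain. These coefficients are calculated across probes, which are not independent replicates, and each fraction enters many of the pairs, so that no p-value was calculated. The mean changed most on linear intensities, where it was 0.954.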

The unusual sectioning method to produce the fractions, which considered body axes but not anatomical regions, resulted in high correlation coefficients of the intensity values (0.976+/−1.90×10^−4^) between the fractions, and the coefficients ranged from 0.945 to 0.995. 

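Among all pairs of fractions, the coefficient was lowest, at 0.945, between Co5 of the oblique coronal series and So1 of the oblique sagittal series, which come from different brains and were scanned on different days. So1 has no partner in Table S1. On linear intensities, r between Co5 and So1 was 0.917, and the lowest coefficient was 0.865, between S9 and C1. With normexp background correction and quantile normalization, or with only the probes well above background on all arrays, C3 and Ho1 had the lowest coefficient, 0.961 and 0.922.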

The lowest coefficient was observed between Co5 (the fifth fraction in Co) and So1, which shared little areas of the brain. 

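In the S series, r was 0.985 between S1 and S9, 0.988 between S2 and S8, 0.989 between S3 and S7, and 0.990 between S4 and S6. The mean of these 4 coefficients was 0.988 with an SD of 0.0021. When S1 to S4 were matched with S6 to S9 in all 24 possible ways, the mean over the matchings was 0.985 and no other matching reached that of the mirrored fractions (exact permutation test, one-sided, p = 0.0417, the smallest p that 24 matchings allow). All of these fractions come from 1 brain, and S1 was scanned on another day than S2 to S9. The mirrored matching also had the highest mean on linear intensities, on the intensities normalized by the authors, with normexp background correction, over all probes and over those well above background on all arrays.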

Higher correlations were found between S1–4 and S9–6, respectively (0.988+/−0.019, p<1.5×10^−3^), in accordance with the adjusted axis of the S preparation toward anatomical symmetry. In addition, high correlations were found in paired fractions between the groups, S/C/H and So/Co/Ho (0.987+/−6.18×10^−4^, p<1.0×10^−12^, “slightly different” biological replicates: Table S1). These results demonstrate the reproducibility of our data; we found similar intensity value profiles for the total probes in the fractions derived from anatomically similar areas. Indeed, 3D-ISM could not produce brain fractions treated as exact biological replicates because of its mechanical sectioning nature. Therefore, the “slightly different” biological replicates would be used for further statistical analysis with variables (see the next section).

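Over the 28 pairs, the mean r was 0.987 with an SEM of 0.00062 and an SD of 0.0033, and it ranged from 0.980 in pair c10 to 0.994 in pair h3. With the same fractions matched at random within each plane, the mean was 0.979, and none of 100000 random matchings reached the mean of the pairs (permutation test, one-sided, p = 1e-05, the smallest p that this number of matchings can give). The pairs had been selected by their r on the same arrays, so that this test is not independent evidence. The partner given in Table S1 was the fraction with the highest r in 16 of the 28 pairs among all fractions of the other group, and in 17 pairs among those of the same plane. Both fractions of a pair were scanned on the same day in the horizontal pairs and in s1, and on different days in the other pairs. From these correlations, the paper concludes that fractions of anatomically similar areas have similar intensity profiles and that the data are reproducible.

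**Figure D1:**
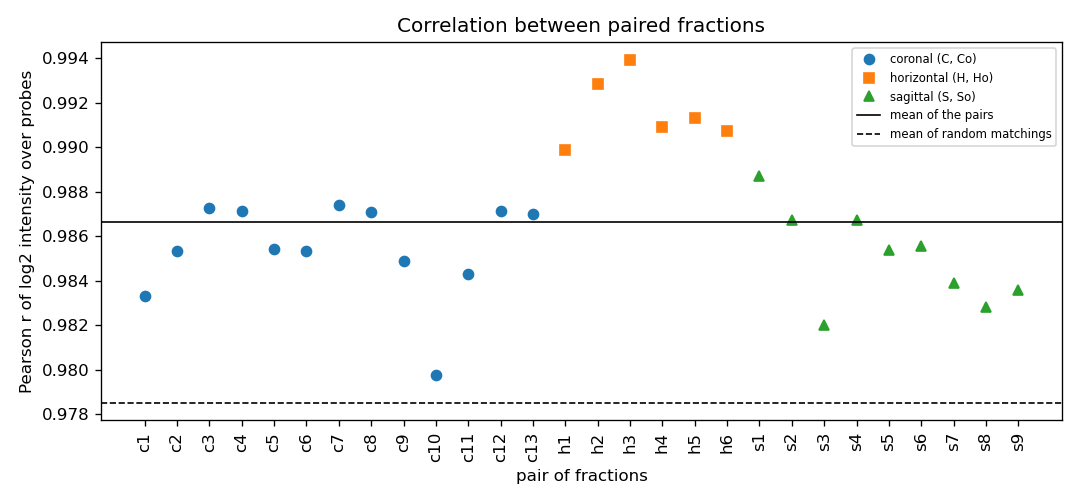
Pearson's r of the log2 intensities over the detected probes (vertical axis) in each of the 28 pairs of fractions (horizontal axis), with coronal pairs as circles, horizontal pairs as squares and sagittal pairs as triangles. The solid line is the mean of the pairs, 0.987, the dashed line is the mean of random matchings within a plane, 0.979, and every pair lies above the dashed line.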

To validate the 3D mapped data, we compared them with expression data of BrainStars, in which the microarray dataset is created at 500-µm resolution [10]. Common expression density data of 17,155 probes were available in 46 areas of spheres (B* areas, Table S2). We first identified the centroids of the areas in the block-face images of the anatomical image atlas in the ViBrism space (the atlas shown in Video S2), and labeled the spheres on the space (Figure 3A; see the procedure in Materials and Methods, and the website Video C: http://opensciences.brent-research.org/home/project-updates). Mean values of 3D mapped data in the area were calculated for each of the probes (re-calculated 3D mapped data) and compared to the BrainStars dataset. Considering the previous inter-platform comparison study of microarray datasets [13], good agreement was observed between the two datasets in a scatter plot (Figure 3B, r = 0.73, p<1.0×10^−12^). Coefficient of variation (CV) of the re-calculated 3D mapped data for each 0.02-quantile window of the expression intensity values of the corresponding BrainStars dataset showed a large extent of variation normalized to the mean particularly in low expressed genes (<0.4-quantile, Figure 3C). These results indicate the overall relevance of our computationally mapped data to the manually-prepared data with respect to the location and density of gene expression; and the accuracy of the mapped expression density depending on the sensitivity of the measurement of expression density.

**Figure 3:**
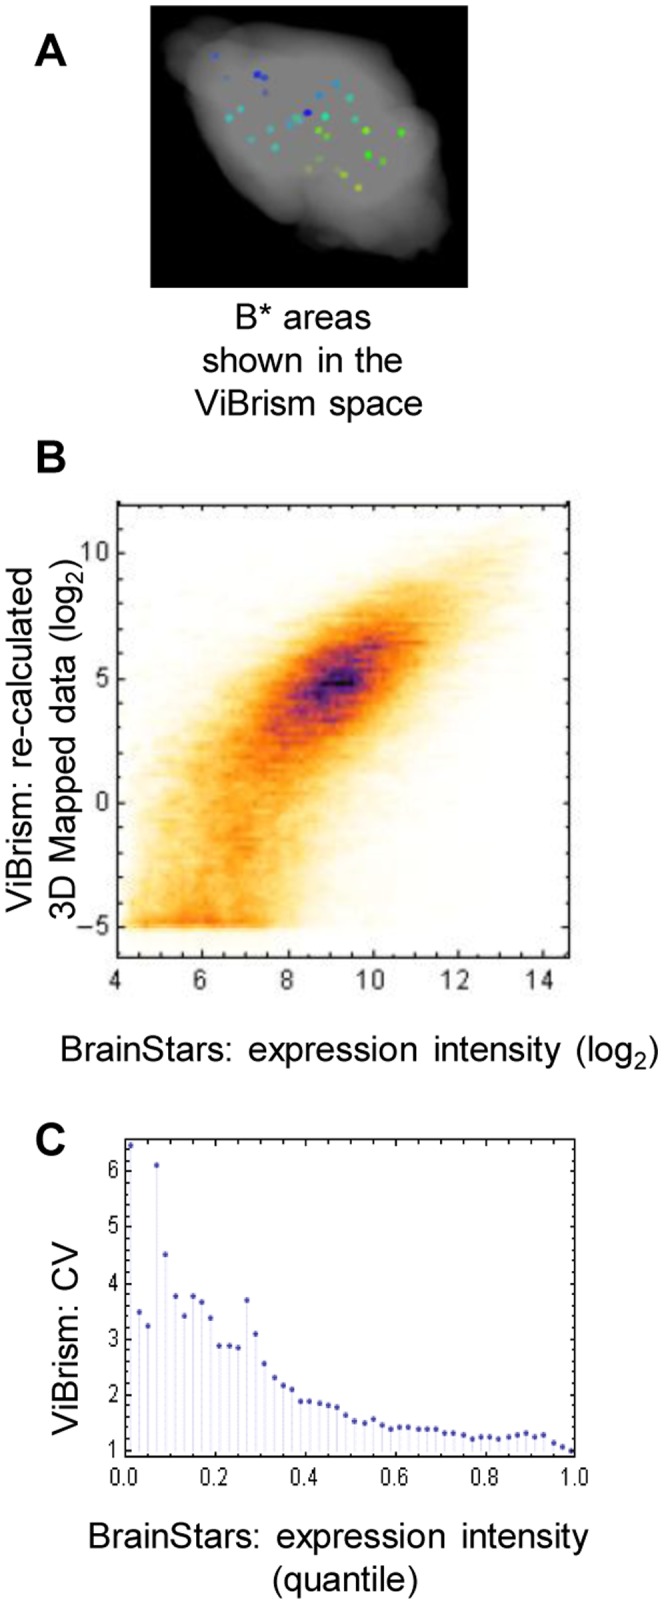
Validation of 3D mapped data. (**A**) B* areas mapped in the ViBrism space. To compare datasets obtained from different anatomical contexts, areas selected for BrainStars analysis (B* areas; 500-µm-diameter spheres) were mapped onto the ViBrism space as shown in the website Video C (http://opensciences.brent-research.org/home/project-updates). (**B**) Comparison of the expression datasets of ViBrism 3D mapped data and BrainStars data in B* areas in a scatter plot. 3D mapped data re-calculated in the 46 areas for 17,155 gene probes were log-2 transformed and plotted against BrainStars expression intensity data. Despite two datasets were obtained from different anatomical contexts using different material preparation procedures and microarray platforms, good agreement was observed in a scatter plot (r = 0.73, p<1.0×10^−12^). (**C**) **Coefficient of variance (CV) of the 3D-mapped data for each quantile window of the corresponding expression intensity values in the BrainStars dataset.** For the each 0.02-quantile window of the BrainStars dataset, the CVs (standard deviation/mean of non-log transformed values) of the re-calculated 3D-mapped data were calculated and dotted.

To validate the 3D expression maps, data for 40 regionally expressed genes nominated through the BrainStars experiment (Table S2) were compared among the three datasets of ABA, BrainStars and ViBrism. We examined whether areas with gene expression in the 3D expression maps included corresponding B* areas and whether our maps were consistent with the ABA 3D maps (Figure 4A and B). Most of the genes were mapped in comparable or closely located anatomical regions in the three datasets. 

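The 40 genes of Table S2 were examined in the fraction data with the probes that the table names. Between the lowest and the highest of the fractions, their log2 intensities spanned from 1.60 to 9.87, with a median of 4.81. All 40 varied over the pairs of fractions at an adjusted p under 0.05 by limma's moderated F test, and the largest adjusted p was 0.0112, for Six3. By median intensity, 11 of the genes lay above the median of the detected probes and 29 did not. Only 12 of the probes were well above background in every fraction, and 7 were so in 10 fractions or fewer. The peak fractions of both mice were partners in Table S1 in all 3 planes for 6 genes, in 2 planes for 12, in 1 plane for 18 and in no plane for 4. Among the 780 pairs of these genes, the highest correlation between their profiles over the fractions was 0.873, between Myl4 and Dtl, and none was above 0.9. With only the probes well above background in every fraction, these 12 were tested and all varied. Among the alternatives that tested all 40 genes, the count was lowest with the sagittal pairs alone, where it was 18.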

Although the similarities between our dataset and the ABA’s dataset were unquantifiable because of anatomical context differences, the genes in a variety of areas could be mapped and showed at least 40 different expression patterns that were distinguishable in our maps.

**Figure 4:**
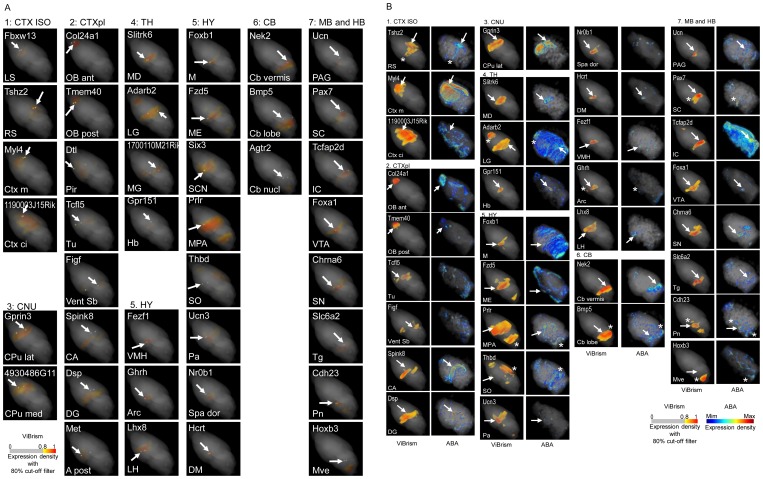
Validation of 3D expression maps. (**A**) Comparison of 3D expression maps to B* area maps. 3D expression maps of 40 regionally expressed genes were chosen (Table S2). Corresponding B* area maps were overlaid on the expression maps and highlighted as 500 µm in diameters with VCAT. The names of the genes and the B* areas are shown at the top and the bottom of panels respectively. Spheres of the B* areas are indicated with arrows in the panels. If the gene expression areas indicated with yellow/orange/red colors are located in the B* areas, the colors are highlighted to be seen in the spheres (23 genes): otherwise, gray colors appear. In most latter cases, the gene expression areas were located close to the highlighted spheres, suggesting that the distances between the areas and the spheres were mainly caused by the resolution differences of two systems. All maps were viewed in the same angle to show the expression pattern differences. Color codes for are shown. (**B**) **Comparison of 3D Expression maps to ABA maps.** Among the 40 regionally expressed genes, 3D map data of 33 genes were available in ABA. Expression maps in ABA and our maps (ViBrism) were visualized with VCAT. The names of the gene and the B* area, in which the gene was selectively expressed, are shown at the top and the bottom of panels for ViBrism, respectively. B* areas are indicated with arrows in the maps of ViBrism in the same way as Figure 4A and are also indicated in the maps of ABA if the areas were visualized with high expression. Expression areas common in the two maps but outside the named B* areas are indicated with asterisks. All maps are shown in the same angle to show the expression pattern differences. Color codes for ABA and ViBrism are shown.

### Fraction Data Analysis with Variables

To characterize the fraction data independently from mapping, we calculated sets of variables, *I* and *V*, for each probe in the fractions. *I* was a set of median expression intensity values. *V* was defined as a set of false discovery rates (FDRs) of expression variance calculated with an ANOVA (see the Materials and Methods). 

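V was calculated from the 28 pairs with limma's moderated F test, which borrows information on the variance from all probes because each pair has only 2 arrays, and with Benjamini-Hochberg adjustment. I was the median over all fractions. Across the detected probes, Pearson's r between I and V was 0.0434, and its standard error, from leaving out each array in turn, was 0.0482. This r was −0.0023 with the ANOVA of the methods, and −0.452 with the slide as a fixed block, the alternative that moved it most and that was chosen after seeing the data. Probes are not independent replicates, so that no p-value was calculated. Group IV held 11788 probes, iV 10629, Iv 6498 and iv 7658. With the mouse as a block, which takes out the mean difference between the mice of a plane, Iv held 711 probes.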

Variables *I* and *V* were independent (r = −0.02), and the total probes were categorized into the groups, IV, iV, Iv and iv (12,061, 9,927, 6,218 and 8,352 probes, respectively). 

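Non-uniform expression at an adjusted p under 0.05 was found for 22417 probes, which were 61.3% of the detected probes. Leaving out each array in turn gave 21561 to 22767 probes. The alternative that moved this number most among those that use all pairs was the mouse as a block, with 31440 probes. With the pairs of a single plane, 13772 probes passed in the coronal, 4600 in the horizontal and 2410 in the sagittal pairs. The 10 genes with the largest F were Rgs14, Crym, Rin1, Dtl, Ctxn1, Ptk2b, Nrgn, Nptx2, Gda and Rprml. For Rgs14, F was 268 (adjusted p = 1.94e-24 by limma), and for Crym, F was 193 (adjusted p = 1.23e-22 by limma).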

Group I had a higher median intensity values than the median of the total probes, and group V had a statistically significant expression variance (non-uniform expression, FDR<0.05). Among the 784 regionally expressed genes selected with ISH methods in the ABA and the 240 genes with cell type-specific expression selected with molecular methods [3], [14], 83.2% and 84.9% of the genes belonged to group V, respectively, though our results with present resolution showed less significant levels of variance in anatomical expression location. The genes with strictly even expression [14] belonged to group Iv, as expected. These results showed sufficient consistency between the fraction data and previous results with respect to expression variances, despite the difference in analytical methods.

### Analysis of a Neurodegenerative Disease-causing Gene, Huntingtin (*Htt)*

We assessed whether our analysis framework could reveal new insight in a disease-related gene expression. As an example, Huntington’s disease gene (*Htt*) [15] of the mouse was examined (also called *Hdh* in *Mus musculus*). This genetic disease is characterized by pathological findings of increased vulnerability of medium spiny neurons in the brain region, caudate putamen (CPu). These neurons are specified by receptors and their downstream signaling molecules for brain derived neurotrophic factor (Bdnf) or Dopamine as well as by the production of neurotransmitter GABA. As the disease progresses, the pathologies progressively extend and a significant loss of neurons is observed in other brain regions such as the cerebral cortex. Whereas, *Htt* gene products are present in most cells with no evidence of increased normal or abnormal gene products in the affected brain regions of the human or mice [16], [17].

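The array measured Htt with 1 probe, which was well above background in every fraction. Over the pairs, F was 2.25 (adjusted p = 0.0294, limma's moderated F test), and the log2 intensity spanned 1.05 between the lowest fraction and the highest, Ho2. The SD between paired fractions was 0.16 on the log2 scale. With each array left out in turn, the adjusted p ranged from 0.0026 to 0.0851, and it was above 0.05 without C13, the C fraction of pair c13, and without the Ho fraction of pair h1, where it was 0.0516. When each S, C or H fraction was paired with the So, Co or Ho fraction of its own number, it was 0.0536. In the pairs of a single plane, it was 0.275 in the coronal, 0.367 in the horizontal and 0.936 in the sagittal plane. Under the other alternatives over the 28 pairs it stayed under 0.05, from 0.000304 with the mouse as a block to 0.0341 with a floor of 5 on the intensities.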

In this study, *Htt* exhibited a statistically significant variance of expression (FDR = 0.023). To characterize the variance, we first defined the brain areas of interest, in which differential vulnerabilities have been reported, using 3D expression maps of area-marker genes, the regionally expressed genes nominated in Table S2 or previously known [17]–[20]: and then we measured the expression density of *Htt* in these areas (Figure 5A). The densities in the different areas varied (p<10^−15^). 

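In each mouse, the fraction with the highest intensity of an area-marker gene was taken for the area, and Htt there was set against Htt in the fraction with the highest Myl4, the marker of the motor cortex. A fraction holds a 1-mm slice of the brain with many areas, so that these values are coarser than those of the 3D maps, which were not analysed here. In the S, So and Ho mice, the Myl4 fraction was also the fraction with the highest Htt. No marker could give a positive difference in these mice, while the sign flips treat the sign as open. Areas also shared fractions, as H4 stood for both Slc6a3 and Slc6a2, so that the markers are not separate evidence. Given as log2 differences with SD over the 6 mice, Htt was −0.22 ± 0.13 for Slc6a3 (dopaminergic cells of the SN/VTA) and −0.23 ± 0.11 for Slc6a2 (noradrenergic cells of Tg), lower in 6 of 6 mice in both areas (exact permutation test by sign flips, two-sided, p = 0.0312, the smallest p that 6 mice allow). It was −0.19 ± 0.11 for Tph2 (raphe nuclei), lower in 5 mice, −0.16 ± 0.13 for Bmp5 (CB lobe), lower in 5 mice, and −0.28 ± 0.22 for Chat (cholinergic cells of CPu), lower in 5 mice, each with p = 0.0625 in the same exact test. For Chat, the Co mouse gave −0.63, with the highest Chat in Co1, at the end of its series, and without the Co mouse the mean was −0.21. For Ppp1r1b (GABAergic cells of CPu) it was −0.17 ± 0.16, lower in 4 mice, and for Spink8 (Ammon's horn) it was −0.03 ± 0.05, lower in 3 mice, while in the others both markers peaked in the same fraction (exact permutation test by sign flips, p = 0.125 for Ppp1r1b and 0.25 for Spink8). After Benjamini-Hochberg adjustment over the 8 markers of Figure 5A and C, the smallest adjusted p was 0.0833, so that none of the differences passed 0.05. With 6 mice, an adjusted p under 0.05 needs at least 6 of the 8 markers at the smallest p, so that this adjustment could hardly be passed. When all fractions with the marker at or above 80% of its maximum in the mouse were averaged, 6 of the 8 markers had an adjusted p of 0.0417. The differences themselves were larger with scaling to the median of each array, at −0.40 for Slc6a2, −0.35 for Slc6a3, −0.34 for Tph2, −0.40 for Chat and −0.27 for Ppp1r1b, lower in 6 of 6 mice at each of these, with an adjusted p of 0.05. The authors' processed values gave nearly the same differences.

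**Figure D2:**
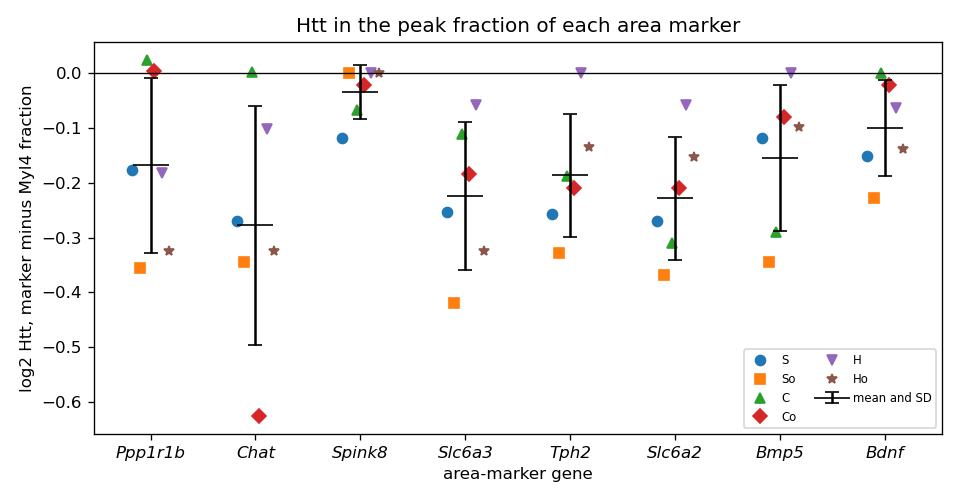
Log2 intensity of Htt in the peak fraction of each area-marker gene minus that in the Myl4 peak fraction (vertical axis), by marker (horizontal axis), with 1 symbol per mouse, and the mean with SD of the 6 mice in black. The means lie between −0.28 for Chat and −0.03 for Spink8, and all 6 mice lie below 0 for Slc6a3 and Slc6a2. In the S, So and Ho mice no value can lie above 0, as the Myl4 fraction had the highest Htt.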

Particularly densities in the areas with decreased vulnerability, such as the SN/VTA, raphe nuclei, Tg and CB lobe[21]–[23] were significantly lower than in the motor cortex (p = 10^−5^–10^−41^); non-uniform expression of *Htt* was also observed in the predetermined ABA regions http://mouse.brain-map.org/brain/gene/69734971/ExpressionGraph.html: our analysis, which defined brain areas by marker gene expression, showed a statistically significant expression variances of *Htt* compatible to the differential vulnerability.

**Figure 5:**
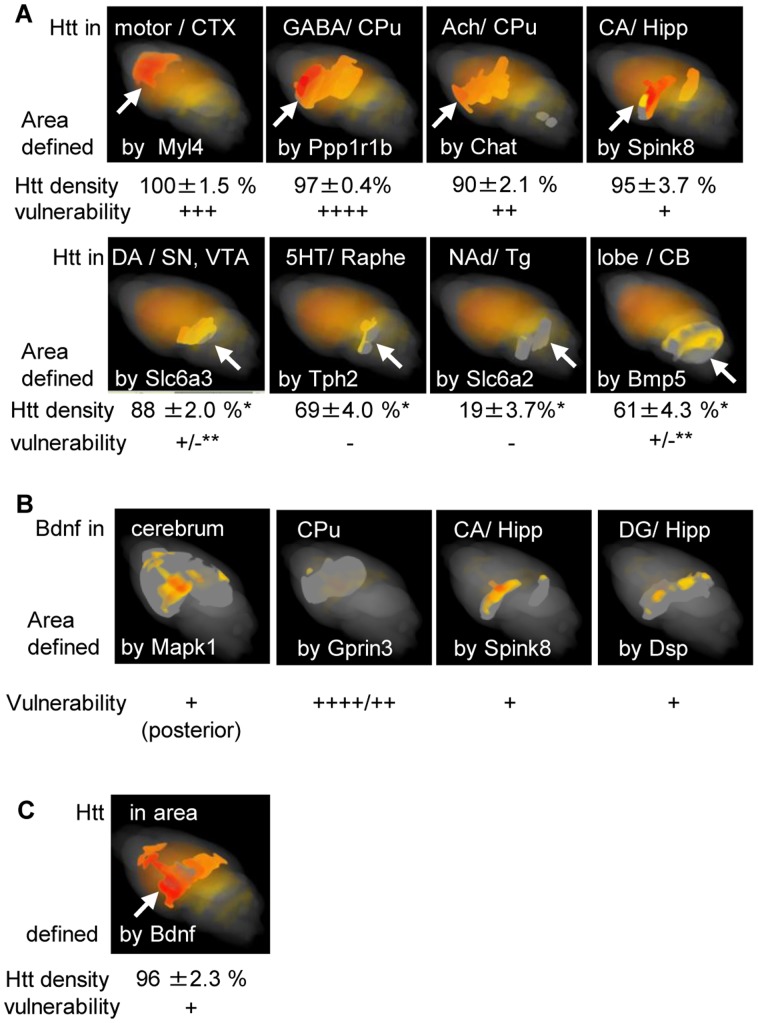
Expression densities of Huntington’s disease related genes in the brain areas defined by area-marker gene expression. **(A) Quantified expression variances of** ***Htt*** **, related to differential vulnerability in the disease.** 3D expression maps of *Htt* are highlighted in areas (with arrows) defined by the expression of area-marker genes (named at the bottom of the panels), which are known to be expressed in the anatomical regions or the cell types (named at the top). Percentages of *Htt* expression densities (100% in the motor CTX) and the vulnerability of the areas in Huntington’s disease are indicated below the panels. *: significantly lower compared to motor CTX (p = 10^−5^–10^−41^), **: selective cells are partly affected [21] [23]. (**B**) **Expression variances of Bdnf related to the vulnerability of the disease.** 3D expression maps of *Bdnf* in the areas defined by the expression of area maker genes as indicated are shown along with the vulnerability of the areas. (**C**) **Expression maps of** ***Htt*** **in brain areas defined by** ***Bdnf*** **expression.** The maps, a percentage of *Htt* expression densities and the vulnerability of the areas are visualized in the same way as in A. An Arrow indicates high expression of *Htt*, and *Bdnf* in the posterior cerebrum. Abbreviations for neural cell types: GABA: GABAergic, Ach: Acetyl-cholinergic, DA: dopaminergic, 5HT: serotonergic, NAd: noradrenalinergic. Abbreviations for brain regions: CA: Ammon’s Horn, CB: cerebellum, CPu: caudate putamen, CTX: cerebral cortex, Hipp: hippocampus, DG: dentate gyrus, SN: substantia nigra, VTA: ventral tegmental area, Tg: dorsal tegmental nucleus.

Moreover, we analyzed the disease related *Bdnf* gene, a decrease in which is strongly related to Huntington’s disease pathology [24]. 

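Bdnf, measured with 2 probes, varied over the pairs with F = 10.6 for the probe of higher mean intensity (adjusted p = 4.55e-08, limma's moderated F test) and an adjusted p of 9.42e-08 for the other probe. The log2 intensity spanned 2.50 between the lowest fraction and the highest, Ho1. In the sagittal pairs alone the adjusted p was 0.253. Area markers were used in the same way as for Htt, with Gprin3 for CPu as the reference. Bdnf was 0.49 ± 0.46 higher on the log2 scale (SD, n = 6 mice) in the fraction of Spink8, the marker of Ammon's horn, in 5 of 6 mice (exact permutation test, two-sided, p = 0.0938). It was 0.40 ± 0.39 higher in the fraction of Dsp, the marker of the dentate gyrus, also in 5 mice and with the same p. After Benjamini-Hochberg adjustment over the 3 areas tested, p was 0.141 for both. The probe of Gprin3 named in Table S2 was well above background in only 1 fraction. With the other Gprin3 probe, which was so in 59 fractions and was chosen after seeing the data, the differences were 0.79 for Spink8 and 0.70 for Dsp. They were smaller with scaling to the median of each array, 0.40 and 0.25, and with normexp background correction, 0.19 and 0.10.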

Here, we demonstrate that *Bdnf* was non-uniformly expressed (FDR = 8.93×10^−8^) with relative expression densities comparable to vulnerability of the brain areas: low expression in the CPu, the most vulnerable region in this disease, and high in the posterior cerebrum including the hippocampus, the less vulnerable region (Figure 5B). The high expression of neurotrophic *Bdnf* may account for the less disease pathology of the posterior cerebrum in Huntington’s disease [25], despite the high expression of *Htt* (Figure 5C).Our analysis revealed a statistically significant expression variances of the disease related genes comparable to the differential vulnerability, presuming biological significances of their combinatorial expression in the characteristic pathology.

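In the fraction of each mouse with the highest Bdnf, Htt was at 93.3% of its intensity in the Myl4 fraction. The log2 difference was −0.10 ± 0.09 (SD, n = 6 mice), lower in 5 mice and higher in none, with p = 0.0625 in an exact permutation test by sign flips (two-sided). Htt could not be higher there in the S, So and Ho mice, whose Myl4 fraction had the highest Htt. From the densities of both genes, the paper proposes that their combination is related to the differential vulnerability of the areas.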

### Spatial Integration of the Maps into the 3D Standard Coordinate Space for Digital Brain Atlases, Waxholm Space (WHS)

The transcriptome 3D map dataset was rapidly produced and also unbiased because the measurement and reconstruction of expression densities were based directly on volume and not on many pre-set planes. Consequently, anatomical accuracy was spatially isotropic, in contrast to section-based ISH data with high resolution only in the sectioning planes.

Therefore, we can simply integrate the 3D expression maps into standard coordinate space for digital brain atlases, Waxholm Space (WHS) [11], [26], using a single automated pipeline composed of web-accessible computational programs [27]. To show an advantage of the spatial integration of multiple maps into the space, the brain areas defined by the expression of *Htt*(+)/*Bdnf*(−), which we expected to be highly vulnerable in Huntington’s disease as mentioned in the previous section, were overlaid onto the MRI atlases in WHS and highlighted with colors representing the anatomical regions based on MRI data [26]. These regions, 39% of the whole brain volume, were highlighted (Figure 6, Table S3) and indeed, contained highly vulnerable regions in Huntington’s disease, 99% volumes of the CPu and 100% volumes of the ventral thalamic nuclei and the globus pallidus [28], [29], but did not contain regions with minimal or no pathological findings such as the pontine gray and the pineal grand. Volume percent of the brain regions involved in the *Htt*(+)/*Bdnf*(−) area in each of the 37 anatomical regions in WHS seemed roughly correlated to the disease vulnerability (Table S3). Here we demonstrate a potential use of spatial integration in identifying brain regions defined by gene expression in ViBrism space as anatomical regions in the whole brain context of WHS, on which broad information is available. This allows for correlation between the ViBrism dataset and other WHS datasets that use this spatial framework.

**Figure 6:**
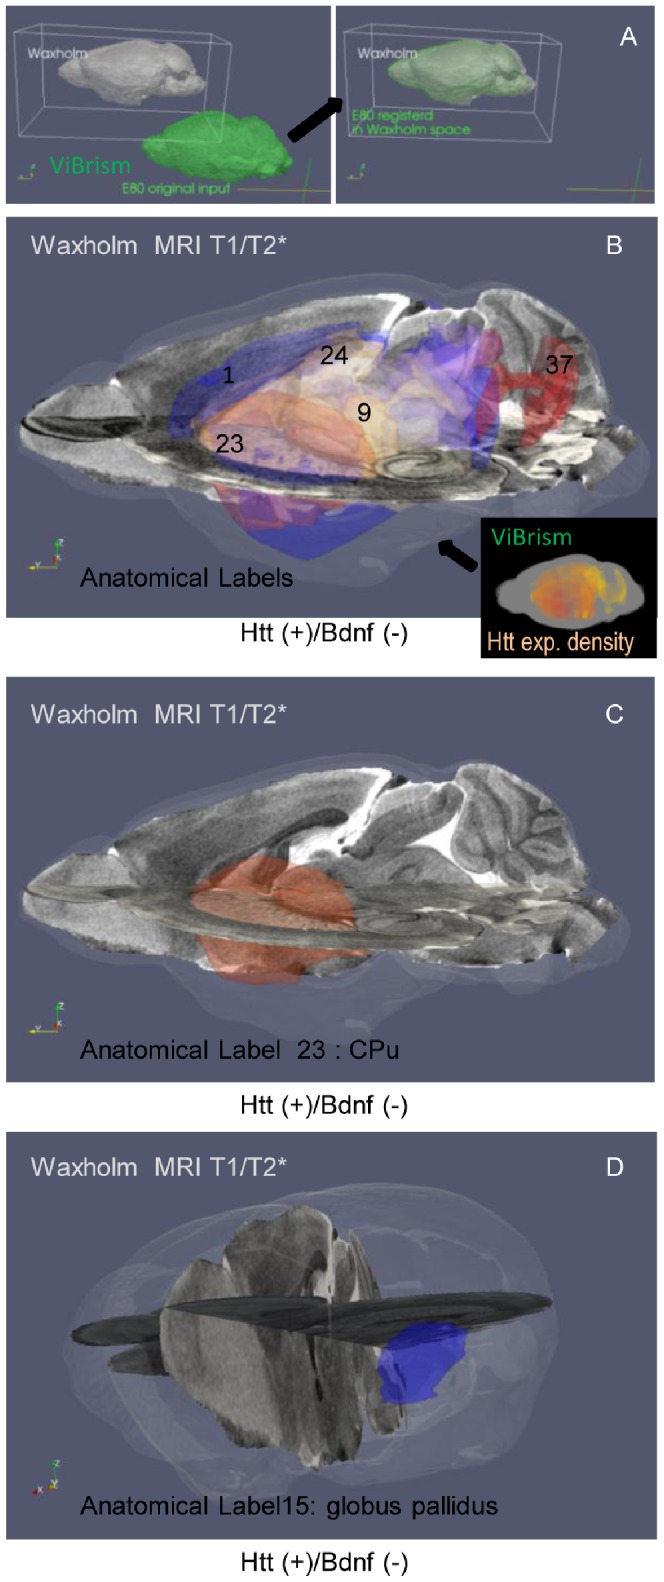
Spatial integration of 3D expression maps into the WHS MRI digital atlas. (**A**) **A schematic for the integration.** E80, the brain volume common to all expression maps in the ViBrism space, (colored in green) was transformed (shown with an arrow) into the brain volume in the Waxholm Space (WHS in gray). (**B–D**) **Integration of Huntington’s disease-related maps.** Areas defined by the gene expression of a pathogenetic combination deduced from the previous knowledge, Htt(+)/Bdnf(−), are colored with the Htt expression density in the ViBrism space (a right small panel in B). After the transformation into WHS, the areas are highlighted and colored with anatomical labels based on MRI data [26] (a large panel in B). The areas contain vulnerable regions in this disease as follows: Label 1; Cerebral cortex (anterior rather than posterior, 22% of the volume with label 1), 9; Ventral thalamic nuclei (100%) [28], 15; Globus pallidus (100%) [17] shown in the panel D, 23; CPu (99%) also seen in the panel C, 24; hippocampus (77%), 37; cerebellum (21%). Table S3 shows % of volumes overlapped with the Htt(+)Bdnf(−) areas in each of 37 anatomical regions labeled in WHS. The MRI T1 and T2* atlases are shown in the rectangular vertical and horizontal planes, respectively.

## Discussion

We report on a method for tomographic acquisition of comprehensive gene expression data. Transcriptome Tomography is a form of sample pooling, producing materials of a variety of mixed cell types, which is statistically valid with equivalent power to a modest increase in sample number for analysis, and the power depends on the sensitivity of measurement system [30]. We consider this a time-and-cost-effective strategy for acquiring comprehensive gene expression data in a spatial context. The mapping accuracy of the tomography technique depends on the number of data points [31]. These are dependent on the fraction width and the number of sectioning directions, such that by increasing the points over the brain regions one increases the regional accuracy. In the present dataset, there are sufficient data points to show spatial distribution of gene expression in anatomical sub-regions. However, very selective expression, for instance, in a layer of a part of the cortex, must be un-mapped or over-estimated because of the measurement sensitivity or the present fraction width, respectively. Biologically, one twentieth of the present width, a 50-µm-thick fraction, is sufficient to obtain RNA materials for an analysis in the present molecular measurement technique. Therefore, isotropic maps of higher resolution than existing ABA (200 micron at a distance in the sagittal plane) can be produced in a cost-effective manner within remarkably less time using the Transcriptome Tomography approach. We envisage this framework being particularly useful in studies which require multiple comprehensive datasets to be compared, for instance, genetic mutant analyses, pharmacological studies and cross-age comparisons.

In this study, a small number of brains were examined with simple semi-automated molecular procedures, and expression densities were measured with about 37,000 probes on one microarray platform that was designed to detect most of coding genes. Therefore, the resulting data can be compared with one another without considering experimental variations for each gene and 3D expression maps were used to quantitatively assess gene expression patterns. By comparison, ISH shows cellular expression profile for each gene on a slice plane. However, it is very difficult to normalize and compare expression densities of thousands of different genes on a similar slice plane. Transcriptome Tomography enables us to display comparative expression densities of multiple genes on sagittal, coronal, or any directional section planes (seen in the website Video B: http://opensciences.brent-research.org/home/project-updates ) and in any areas. We used this strategy to quantify expression densities of Huntington’s disease related genes. An average expression density of a gene in an area is related to the expressing cell density and the expression amount per cell. Htt is expressed in many types of cells and expression variance we observed may reflect the diverse pattern of expressing cells, which may ultimately relate to disease vulnerability in specific brain regions. We envisage that an approach that seeks to integrate data derived from cell-based analyses such as ISH and from the volume-based tomographic framework into the common 3D space would be extremely useful for interpretation of expression diversities.

The standard space for multiple expression data is particularly important for systematic approaches to the brain biology: its significance is analogous to encoded standard sequences for genome biology. Our framework for time-and-cost-effective mapping will facilitate researchers to create their own datasets in many experimental conditions and to analyze them in the standard space. In addition, the tomographic approach introduced here is applicable to analysis of any bio-molecules, proteins, lipids and sugars, in addition to a variety of RNA forms such as microRNAs or long non-coding RNAs measurable on new microarray platforms or RNA sequencing, extracted from any frozen tissues, organs and whole embryos. We hope that our framework will contribute to a progress of molecular expression based systemic approaches to complex structures and function and the abnormalities.

## Materials and Methods

### Ethics Statement

All procedures involving animals and their care were performed according to the RIKEN Regulations for Animal Experiments (approval ID: H19-1W009).

### Brain Sample Preparation

Preparation methods are described in the Text S1 for Supporting Methods. Briefly, frozen brain samples were obtained from 8-week-old male C57BL/6J mice (Japan SLC), the cross-sectioning planes (5 µm) were sequentially produced and their block-face images were obtained using a sectioning machine 3D-ISM [12] to visualize the 3D anatomical context of the brain. 1-mm (5 µm×200 sections in a batch)-thick fractions (material fractions) were collected and used for microarray analyses. This process was performed in six mice and resulted in six series of sectioning for a total of 61 material fractions (as shown in Figure S1B).

### Microarray Procedures

The 61 material fractions were kept frozen in 200 µl of TRI reagent (Ambion). A portion (500 ng) of total RNA extracted from the fraction, treated with Mag-max-96 for Microarrays Total RNA Isolation Kit (Ambion), was used in the microarray experiment with the standard single color protocol (Whole Mouse Genome 012694, Agilent) [32]. Measured intensity values on the microarray platform were per-chip normalized with GeneSpring GX software. Gene probes with at least one ‘present’ flag calling were denoted as total probes (36,558 probes), and their data in the 61 fractions were subjected to the following studies (fraction data).Those probes are enough to detect most coding genes (ca. 25,000 genes) and splice variants. 

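A probe was counted as detected when at least 1 of its spots was well above background on at least 1 array, which held for 36573 probes. With the criterion required on at least 2 arrays, 33958 probes were detected, and 22323 probes were well above background in every fraction. When a probe also had to have a positive and significant signal that was not saturated and not an outlier on the array, as in the present flag of GeneSpring, 36558 probes were detected, and the flag column of the files gave the same number. A positive and significant signal alone, without the comparison to the background, held for 40633 probes. Gene symbols were taken through the RefSeq accessions of the probes, which named 22951 of the non-control probes, and the other probes kept the name given in the files.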

The microarray data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [33] and are accessible through GEO Series accession number GSE36408 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE36408).

### Validation of 3D Mapped Data and 3D Expression Maps

A dataset of BrainStars was retrieved from the database (http://brainstars.org/). To compare the gene expression data produced in the two microarray platforms, the probe with the highest mean expression intensity values of a gene in each platform (17,155 probes) was selected. To produce anatomically comparable data, we identified the centroids of the B* areas bilaterally in the Anatomical Image Atlas with eyes of anatomists, which was done exactly in the same way, but virtually (see the website Video C: http://opensciences.brent-research.org/home/project-updates), as done for the real mouse brain using the previously described criteria [10], and then labeled the area as 500-µm-diameter spheres using a visualization software, VCAT. Mean values of 3D mapped data without per-gene normalization and conversion to 8-bit intensity grades were calculated in the labeled areas for each of the 17,155 probes, and bilaterally averaged (re-calculated 3D mapped data). The coefficient of variation of the re-calculated 3D mapped data for each 0.02-quantile window of the expression intensity values of the corresponding genes and brain areas in the BrainStars dataset were obtained by trimming 0.1% from the both ends of the ViBrism expression values in the window followed by calculating standard deviation/mean of the trimmed ones.

A digital map dataset of ABA were retrieved from the database of Allen Institute for Brain Science (http://www.brain-map.org/), converted to VCAT files and visualized with 256 color codes. The regionally expressed genes were selected from “marker gene candidates” in the BrainStars database (http://brainstars.org/marker/).

### Fraction Data Analyses Using Variables

Two sets of variables, *I* and *V* were calculated in log-transformed microarray intensity values of fraction data. The variable *I* represented the intensity medians for the probes in the 61 fractions. The variable *V*, the variance of intensity for the probe in the fractions, was defined as FDR: rate of false discovery of uniformly expressed genes as non-uniformly expressed genes, calculated using a one-way ANOVA with multiple-testing correction of Benjamini and Hochberg. 3D-ISM could not produce brain fractions treated as exact biological replicates. Therefore, “slightly different” biological replicates were defined as follows and used for ANOVA (Table S1). Pearson correlation coefficients (r) of the microarray intensity values of the total probes between the fractions were calculated and used for correlation measures of a pairwise comparison between fractions in the two groups S/C/H and So/Co/Ho, and the pairs with the highest r were selected as the replicates. When multiple fractions in one group showed the highest r to a fraction in the other, the anatomical fraction order took precedence.

### Defining Brain Areas by Marker Gene Expression and Measuring Expression Density

The instruction for visualization of defined areas in 3D expression maps is shown in the Quick Manual for VCAT (downloadable from http://vibrism.riken.jp/quick_manual.pdf). The gene expression densities in the defined area were calculated as the averaged intensity values in the voxels of the area: a total of the 3D mapped data above the threshold value of the 80% cutoff filter in the voxels of the area was divided by the volume of the area.

### Integration of Maps to the Waxholm Space, WHS

The 3D expression maps, obtained by stacking the already co-aligned 2D sections, were deformably registered into alignment with the canonical T1 MRI volume of WHS. The open-source ANTS methods [27] used for the registration were incorporated within a processing pipeline specialized for the WHS normalization task. The resultant normalization transformations allow bi-directional transfer of information between the ViBrism space and WHS.

### Statistics

The methods for fraction data analyses were described above. Other methods used were as follows. The results are represented as the mean +/− s.e.m., r was calculated and used for correlation measures between two datasets and two-sided p-values calculated with Student’s *t*-test are shown. Alpha levels are 0.01 in the all analyses.

## Supporting Information

Figure S1 **The framework for 3D mapping of transcriptome and analyses.** **(A) A flowchart of the processes for the framework.** The steps of the processes are illustrated with shapes and colors. Legends for the shapes are in the right white panel and the colors are same as in Figure 1, with the light-blue color representing common processes. The processes are numbered and described in the Text S1. 3D-ISM was originally a device for sequential photography and was composed of three units: the image data acquisition device (indicated in green), the sectioning machine (in red) and the unit for synchronized sample feeding and blade rotation (in light-blue). A sample collection hole indicated by a yellow arrow is added to collect frozen sliced sections in batches (material fractions). **(B) Body axes-based sections and the number of fractions.** Arrows indicate the directions of the body axes-based sections of the model brain. The sectioning was performed in two groups of three series sectioned in each of orthogonal and slightly oblique to the orthogonal planes: S/C/H and So/Co/Ho, composed of 9/13/6 and 10/16/7 fractions, respectively, (61 fractions in total).
(TIF) Click here for additional data file.

Table S1 **Biological replicates.**
(XLS) Click here for additional data file.

Table S2 B* areas and regionally expressed genes.
(XLS) Click here for additional data file.

Table S3 **Labels for anatomical regions in WHS and their volumes overlapped with Htt(+)Bdnf(−) areas.**
(XLS) Click here for additional data file.

Text S1 **Supporting methods for Transcriptome Tomography.**
(DOC) Click here for additional data file.

Text S2 **Supporting methods for accuracy estimation of the present tomography technique with a computational experiment using test spheres.**
(DOC) Click here for additional data file.

Video S1 **Semi-automated sample sectioning with 3D-ISM.**
(WMV) Click here for additional data file.

Video S2 **Image processing for 3D expression mapping.**
(WMV) Click here for additional data file.

## References

[1] StuartJM, SegalE, KollerD, KimSK (2003) A gene-coexpression network for global discovery of conserved genetic modules. Science 302: 249–255 doi:10.1126/science.1087447.1293401310.1126/science.1087447

[2] HobertO (2008) Regulatory logic of neuronal diversity: terminal selector genes and selector motifs. Proc Natl Acad Sci USA 105: 20067–20071 doi:10.1073/pnas.0806070105.1910405510.1073/pnas.0806070105PMC2629285

[3] LeinES, HawrylyczMJ, AoN, AyresM, BensingerA, et al (2007) Genome-wide atlas of gene expression in the adult mouse brain. Nature 445: 168–176 doi:10.1038/nature05453.1715160010.1038/nature05453

[4] BaldockRA, BardJBL, BurgerA, BurtonN, ChristiansenJ, et al (2003) EMAP and EMAGE: a framework for understanding spatially organized data. Neuroinformatics 1: 309–325 doi:10.1385/NI:1:4: 309.1504321810.1385/NI:1:4:309

[5] SharpeJ, AhlgrenU, PerryP, HillB, RossA, et al (2002) Optical projection tomography as a tool for 3D microscopy and gene expression studies. Science 296: 541–545 doi:10.1126/science.1068206.1196448210.1126/science.1068206

[6] ViselA, ThallerC, EicheleG (2004) GenePaint.org: an atlas of gene expression patterns in the mouse embryo. Nucleic Acids Res 32: D552–6 doi:10.1093/nar/gkh029.1468147910.1093/nar/gkh029PMC308763

[7] MagdalenoS, JensenP, BrumwellCL, SealA, LehmanK, et al (2006) BGEM: an in situ hybridization database of gene expression in the embryonic and adult mouse nervous system. PLoS Biol 4: e86 doi:10.1371/journal.pbio.0040086.1660282110.1371/journal.pbio.0040086PMC1413568

[8] ChinMH, GengAB, KhanAH, QianW-J, PetyukVA, et al (2007) A genome-scale map of expression for a mouse brain section obtained using voxelation. Physiol Genomics 30: 313–321 doi:10.1152/physiolgenomics.00287.2006.1750494710.1152/physiolgenomics.00287.2006PMC3299369

[9] Singh RP, Brown VM, Chaudhari A, Khan AH, Ossadtchi A, et al.. (2003) High-resolution voxelation mapping of human and rodent brain gene expression. J Neurosci Methods 125: 93–101. PMID:12763235.10.1016/s0165-0270(03)00045-112763235

[10] KasukawaT, MasumotoK-H, NikaidoI, NaganoM, UnoKD, et al (2011) Quantitative expression profile of distinct functional regions in the adult mouse brain. PloS one 6: e23228 doi:10.1371/journal.pone.0023228.2185803710.1371/journal.pone.0023228PMC3155528

[11] Hawrylycz M, Baldock RA, Burger A, Hashikawa T, Johnson GA, et al.. (2011) Digital atlasing and standardization in the mouse brain. PLoS ComputBiol 7: e1001065–. doi:10.1371/journal.pcbi.1001065.g006.10.1371/journal.pcbi.1001065PMC303337021304938

[12] Yokota H, Nakamura S, Kawaguchi R, Makunouchi A, Yabe H, et al.. (2002) Destructed Imaging of Biological Sample Using a 3 Dimensional Internal Structure Microscope. Medical Imaging Technology 20: 660–665. NAID: 10010350948.

[13] ShiL, ReidLH, JonesWD, ShippyR, WarringtonJA, et al (2006) The MicroArray Quality Control (MAQC) project shows inter- and intraplatform reproducibility of gene expression measurements. Nature biotechnology 24: 1151–1161 doi:10.1038/nbt1239.10.1038/nbt1239PMC327207816964229

[14] CahoyJD, EmeryB, KaushalA, FooLC, ZamanianJL, et al (2008) A transcriptome database for astrocytes, neurons, and oligodendrocytes: a new resource for understanding brain development and function. J Neurosci 28: 264–278 doi:10.1523/JNEUROSCI.4178-07.2008.1817194410.1523/JNEUROSCI.4178-07.2008PMC6671143

[15] MacDonaldME, AmbroseCM, DuyaoMP, MyersRH, LinC, et al (1993) A novel gene containing a trinucleotide repeat that is expanded and unstable on Huntington’s disease chromosomes. The Huntington’s Disease Collaborative Research Group. Cell 72: 971–983 doi:10.1016/0092-8674(93)90585-E.845808510.1016/0092-8674(93)90585-e

[16] WalkerFO (2007) Huntington’s disease. Lancet 369: 218–228 doi:10.1016/S0140-6736(07)60111-1.1724028910.1016/S0140-6736(07)60111-1

[17] HanI, YouY, KordowerJH, BradyST, MorfiniGA (2010) Differential vulnerability of neurons in Huntington’s disease: the role of cell type-specific features. J Neurochem 113: 1073–1091 doi:10.1111/j.1471-4159.2010.06672.x.2023639010.1111/j.1471-4159.2010.06672.xPMC2890032

[18] Li Y, Holtzman DM, Kromer LF, Kaplan DR, Chua-Couzens J, et al.. (1995) Regulation of TrkA and ChAT expression in developing rat basal forebrain: evidence that both exogenous and endogenous NGF regulate differentiation of cholinergic neurons. J Neurosci 15: 2888–2905. PMID: 7536822.10.1523/JNEUROSCI.15-04-02888.1995PMC65777467536822

[19] LiuZ, YanSF, WalkerJR, ZwingmanTA, JiangT, et al (2007) Study of gene function based on spatial co-expression in a high-resolution mouse brain atlas. BMC Syst Biol 1: 19 doi:10.1186/1752-0509-1-19.1743764710.1186/1752-0509-1-19PMC1863433

[20] WaltherDJ, PeterJ-U, BashammakhS, HörtnaglH, VoitsM, et al (2003) Synthesis of serotonin by a second tryptophan hydroxylase isoform. Science 299: 76 doi:10.1126/science.1078197.1251164310.1126/science.1078197

[21] OyanagiK, TakedaS, TakahashiH, OhamaE, IkutaF (1989) A quantitative investigation of the substantia nigra in Huntington’s disease. Ann Neurol 26: 13–19 doi:10.1002/ana.410260103.252831810.1002/ana.410260103

[22] HeinsenH, StrikM, BauerM, LutherK, UlmarG, et al (1994) Cortical and striatal neurone number in Huntington’s disease. Acta Neuropathologica 88: 320–333 doi:10.1007/BF00310376.783982510.1007/BF00310376

[23] Jeste DV, Barban L, Parisi J (1984) Reduced Purkinje cell density in Huntington’s disease. ExpNeurol 85: 78–86. PMID: 6203775.10.1016/0014-4886(84)90162-66203775

[24] ZuccatoC, CattaneoE (2007) Role of brain-derived neurotrophic factor in Huntington’s disease. Progress in Neurobiology 81: 294–330 doi:10.1016/j.pneurobio.2007.01.003.1737938510.1016/j.pneurobio.2007.01.003

[25] MannDMA, OliverR, SnowdenJS (1993) The topographic distribution of brain atrophy in Huntington’s disease and progressive supranuclear palsy. Acta Neuropathologica 85: 553–559 doi:10.1007/BF00230496.849386310.1007/BF00230496

[26] JohnsonGA, BadeaA, BrandenburgJ, CoferG, FubaraB, et al (2010) Waxholm space: an image-based reference for coordinating mouse brain research. NeuroImage 53: 365–372 doi:10.1016/j.neuroimage.2010.06.067.2060096010.1016/j.neuroimage.2010.06.067PMC2930145

[27] AvantsBB, TustisonNJ, SongG, CookPA, KleinA, et al (2011) A reproducible evaluation of ANTs similarity metric performance in brain image registration. NeuroImage 54: 2033–2044 doi:10.1016/j.neuroimage.2010.09.025.2085119110.1016/j.neuroimage.2010.09.025PMC3065962

[28] DomR, MalfroidM, BaroF (1976) Neuropathology of Huntington’s chorea: Studies of the ventrobasal complex of the thalamus. Neurology 26: 64–64 doi:10.1212/WNL.26.1.64.10.1212/wnl.26.1.64128708

[29] ThiebenMJ, DigginsAJ, GoodDC, GomesL, MahantN, et al (2002) The distribution of structural neuropathology in pre-clinical Huntington’s disease. Brain 125: 1815–1828 doi:10.1093/brain/awf179.1213597210.1093/brain/awf179

[30] PengX, WoodCL, BlalockEM, ChenKC, LandfieldPW, et al (2003) Statistical implications of pooling RNA samples for microarray experiments. BMC bioinformatics 4: 26 doi:10.1186/1471-2105-4-26.1282386710.1186/1471-2105-4-26PMC166151

[31] BrownVM, OssadtchiA, KhanAH, GambhirSS, CherrySR, et al (2002) Gene expression tomography. Physiol Genomicsgenomics 8: 159–167 doi:10.1152/physiolgenomics.00090.2001.10.1152/physiolgenomics.00090.200111875194

[32] IchikawaM, Okamura-OhoY, ShimokawaK, KondoS, NakamuraS, et al (2008) Expression analysis for inverted effects of serotonin transporter inactivation. BiochemBiophysResCommun 368: 43–49 doi:10.1016/j.bbrc.2008.01.041.10.1016/j.bbrc.2008.01.04118211820

[33] EdgarR (2002) Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. Nucl Acids Res 30: 207–210 doi:10.1093/nar/30.1.207.1175229510.1093/nar/30.1.207PMC99122

# Supplementary material for: Transcriptome Tomography for Brain Analysis in the Web-Accessible Anatomical Space
**Source:** PLoS One. 2012 Sep 19;7(9):e45373. doi: 10.1371/journal.pone.0045373
**Supplement:** Text S1 — Supporting methods for Transcriptome Tomography.

**Text S1. Supporting Methods for Transcriptome Tomography** (see a flowchart in Figure S1A).

**Brain sample preparation (Steps 1-4 and 10 in the flowchart)**

Brain samples were obtained from 8-week-old male C57BL/6J mice (Japan SLC) transcardially perfused with 7 ml of RNAlater (Ambion) in an anesthetized state. The samples were embedded in Tissue-Tek OCT compound (Sakura, Japan) containing 0.005 % toluidine blue and frozen at -80 C. Using a sectioning machine, 3D-ISM: a block-face image was obtained before each 5 m section was cut, then a serial set of sections (200 sections) was collected in batches as a fraction (5 m x 200 = 1,000 m in width) and a series of fractions was obtained using a whole brain (Video S1). The series of fractions (material fractions) were used for microarray analyses. This sectioning process was performed in six mice in each of six directions and the series of fractions were named after their sectioning planes as follows: Fractions C1-6; posterior to anterior, S1-13; left to right, H1-6; dorsal to ventral, Co1-7; slightly oblique to posterior/anterior, So1-16; slightly oblique to left/right and Ho1-7; slightly oblique to dorsal/ventral as shown in Figure S1B. In total, 61 fractions were obtained.

**Pseudo-tomography technique for generating 3D expression map (Steps 5-9, 13-20)**

The block-face images were used for the tomography technique in two ways. First, the images were fractionated into the 1-mm (5 m x 200 surface images)-thick fractions (image fractions) to indicate the brain areas of the material fractions: the six anatomical images with fractions were applied to affine transformation to be located in the same x-y-z coordinates as each other (**image registration** to create fraction templates). Second, the transformed images of the horizontal (H) sectioning series at a 50 m resolution were referred to as an Anatomical Image Atlas that showed the macroscopic anatomical information in the same coordinates as the fraction templates.

The fraction data produced as intensity values measured with microarray were per-gene normalized to the maximum and used for the tomography technique. A normalized intensity value for a gene-probe in a material fraction was assigned into (50m)3 voxels of the corresponding image fraction in the fraction template (**pseudo-back projection**). The mean values of the six intensities in the six voxels of the fraction templates, which have the same x-y-z coordinates, were calculated and linearly converted to 8-bit color intensity grades (**tomographic reconstruction** to create **3D mapped data**). After smoothing by a 7x7x7 median filter twice, a threshold was defined at 80 % of the maximal intensity grade value (80 % cutoff filter) and areas above the threshold were indicated with 27 color grades to eliminate intensities of false positives caused by the tomography techniques (**3D expression map**). 3D reconstruction was performed using an image processing software, VCAT (downloadable from <http://vibrism.riken.jp/index2.php>).

**Microarray procedures and Fraction data analyses (Steps 11-12 and 21, respectively)**

Microarray experiments using standard protocol were described in the Materials and Methods section. Calculation of Sets of variables using log-transformed fraction data was also described in the section.

# Supplementary material for: Transcriptome Tomography for Brain Analysis in the Web-Accessible Anatomical Space
**Source:** PLoS One. 2012 Sep 19;7(9):e45373. doi: 10.1371/journal.pone.0045373
**Supplement:** Text S2 — Supporting methods for accuracy estimation of the present tomography technique with a computational experiment using test spheres.

**Text S2. Supporting Methods for Accuracy Estimation of the Present Tomography Technique with a Computational Experiment** **Using Test Spheres** (see Figure 2).

The test sphere was a phantom of gene expression randomly selected in the ViBrism space, and the diameter was 20 voxels (1,000 m). Assuming that the volume of the each test sphere, which is equal to the total amount of a gene, was 1.0, the volume of the test sphere portion located in the fraction of the six fraction templates were calculated. Then, the volume was evenly divided and allocated to the voxels of the fraction. The allocated volume was equivalent to the expression intensity values assigned in the voxels of the fraction template. The following calculations were the same as those for the first dataset, and the reconstructed results were visualized by volume rendering in a gray scale with or without an 80 % cutoff filter. Areas with voxel intensities above the cutoff filter were denoted as reconstructed areas.

How the deposited data were processed for this re-analysis (not part of the article)

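Gene expression was measured in 61 fractions of 6 mouse brains, 1 array per fraction. The 6 mice are 2 per sectioning plane: S and So (sagittal, 9 and 10 fractions), C and Co (coronal, 13 and 16) and H and Ho (horizontal, 6 and 7). The sample labels number the S fractions 2 to 10, and they were renumbered 1 to 9 as in the paper. The files name another design number of the Agilent whole mouse genome array than the methods do, and the names of the files were used.

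The authors deposited the intensity of each spot as Agilent Feature Extraction 9.1.3.1 gives it, with background subtraction by that software and no normalization between arrays. They also deposited a table of intensities on the linear scale that had been normalized per array in GeneSpring GX. In that table, each value is the mean signal of a probe's spots divided by 1 constant per array, and it holds the 36558 probes with at least 1 present flag. Of the 61 value columns of that table, each was matched to its array, and 0 columns were left unused. From the deposited intensity of each of 43379 non-control spots, log2 values were computed here, averaged over the spots of each of 41174 probes, and reduced by the 75th percentile of each array. A probe entered the tests when at least 1 spot was well above background on at least 1 array. Gene names came from the RefSeq accessions of the probes, which matched for 22951 probes, and otherwise from the files. Where a gene has several probes, the one named in Table S2 or else the one with the highest mean intensity was used, and the others served as alternatives.

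The signal at the 75th percentile had a median of 1254 units over the arrays, and the arrays had a median of 66.3% of probes well above background. The SD between spots of a probe on 1 array is 0.05 (log2, median) among bright probes with repeated spots that were all well above background. For these probes the number of mice and arrays, not the spots, limits the precision. For dim probes and probes with a single spot this SD was not determined. The batches given by the files are 16 slides and 5 scan days. The slide was entered as a random block with a consensus correlation of 0.540, and slide and scan day as fixed blocks. S and So were scanned on different days except for S1, C and Co on different days throughout, and H and Ho together.

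The paper's methods give a one-way ANOVA over the pairs of Table S1 with Benjamini-Hochberg correction. Here, limma 3.58.1 in R 4.3.3 was used with lmFit and eBayes, with 27 numerator and 28 residual degrees of freedom and 1.88 prior degrees of freedom, and the ANOVA without moderation was an alternative. Differences between the mice were tested by limma's moderated F test of 3 contrasts, 1 per plane, in a model that also holds the 28 pairs. Gene lists (blood, choroid plexus, immediate early, circadian, sex and pituitary genes) were set against 10000 random lists of the same size, drawn within 200 ranks of mean intensity. With 1 mouse per group these percentiles describe the arrays and carry no p-value. Correlations and exact permutation tests used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Permutation tests used 100000 permutations where exact enumeration was not possible, and 10000 shifts of the slide boundaries.

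Both limma models were tested on simulated data for 36573 probes, of which 200 were changed. At an SD of 0.3 (log2) over the pairs, 58% of the changed probes were recovered, and at 0.6, 80% were, with 7 false calls. For the difference between the mice, the recovered shares were 53% and 76.5%, with 4 false calls. The simulated noise was independent between arrays, and its SD was that left after the mouse differences were taken out. Real arrays of the same mouse or slide are correlated, so that these shares and false calls hold for cleaner data than the real arrays. Of 200 simulated lists of 7 genes, 6 were called apart from random lists with no shift and 180 with a shift of 0.5 (log2).

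Among the 56 arrays in pairs, those with the same replicate number in a plane come from 1 mouse, which pairs them. The deviations of fractions from the mean of their pair correlated with a median r of 0.278 over 129 combinations of fractions of the same mouse, and with a median r of −0.0255 over 249 combinations from different mice. Of the 129, 115 had an r above 0.1. With the mouse as a block, 31440 probes varied over the pairs.

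The genes named are those the study names in its text, figure legends, Figure 5 or Table S2, the 10 genes with the largest F over the pairs, the 10 with the largest F between the mice, and the genes of the lists. The main settings, the alternatives and this rule were fixed before the data were examined, except for slide and scan day as fixed blocks, the slide as a random block for the mice, the ANOVA over the probes with a present flag, and the other Gprin3 probe. The alternatives were linear intensities, scaling to the median of each array, the table normalized by the authors, normexp background correction with an offset of 50 and quantile normalization, all probes, only probes detected on all arrays, other pairings, single planes, an adjusted p of 0.01, a floor of 5 on the intensities, blocks, and leaving out each array or mouse. The files carry no mean signal of the spots, so normexp used their median signal. The 3D maps and the comparisons with BrainStars, the Allen Brain Atlas and Waxholm Space were not analysed here, because the fraction templates and those datasets were not used. For Bdnf, 1 of the 3 areas tested is not reported here.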

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

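In this part, the tests on dim probes, on sets of 6 pairs, on the immediate early genes of the horizontal mice and on pituitary genes, the slope of pair c13 and the values of single circadian and sex genes were chosen after the result was seen.

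The paper does not test differences between mice, so that this comparison uses the data in another way. Between the 2 mice of a plane, 23079 of 36573 detected probes (63.1%) differed at an adjusted p under 0.05 by limma's moderated F test with the pairs in the model. By plane, 19542 probes differed between Co and C, 10929 between So and S, and 2020 between Ho and H, and the difference was over 2-fold for 1076, 946 and 193 of these. Each plane has 1 mouse per side, so that the test compares these mice and their cutting angles, which are confounded. In the sagittal plane 41.4% of the differing probes were higher in So, but 63.1% were so after scaling to the median of each array, and in the horizontal plane 71.0% were higher in Ho, against 58.8% with that scaling, so that no direction is given for the whole set. The 10 genes with the largest F were Tmem267, Depp1, Klf9, Yipf4, Ddhd1, Atad1, Actb, Stag2, Msi2 and Hnrnpdl. Klf9 was at −2.60 (log2) in Co against C, at −2.33 in Ho against H and at 0.56 in So against S. Actb was at −1.61 in Co against C, at −0.02 in Ho against H and at 0.21 in So against S.

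Chance is excluded by random swaps of the mice within pairs, since the real labels gave the most differing probes, 1 of 100 splits as large, with a median of 0 and a maximum of 8229 over the swaps. Dim probes as the source are argued against by the share among probes well above background on all 61 arrays, 83.1%. A shift of all fractions in 1 direction along the brain as the whole cause is argued against in the coronal and horizontal planes. There the squared r, across probes, of the mouse difference with the difference between the ends of the series was at most 0.0263. Offsets that vary along a series, or that come from the cutting angle, need not show in this test and stay open. In the sagittal plane the ends of a series mirror each other, so that this test cannot decide there.

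Scan day or slide stays open. With 6 pairs each, the horizontal mice, scanned on 1 day, differed in 1581 probes, against a median of 11998 in 20 random sets of coronal pairs (7079 to 17981) and of 5062 in sets of sagittal pairs (1696 to 8320). S1, the S fraction scanned with the So series, lacked most of the sagittal difference: the slope of pair s1 on the mean of the other sagittal pairs was 0.237, below the slopes of the other 8 pairs (0.475 to 0.963). C13, scanned apart from the C series, gave a slope of 0.233 in pair c13, below the other coronal pairs (0.635 to 1.08). S1 and C13 also lie at the ends of their series, which may add to this. Time of day at death also stays open. There were 0 planes in which Per1, Per2, Dbp and Nr1d1 moved together with Arntl in the opposite direction, but these genes need not peak at the same hour, so that this excludes nothing. A biological difference between the mice is not excluded but was not tested, as 1 mouse per side allows no such test.

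Immediate early genes (Fos, Egr1, Junb, Arc, Nr4a1, Dusp1 and Fosb) were lower in So than in S, with a median of −0.95 (log2), 7 of 7 genes lower and no list of 10000 random lists lower. Between the horizontal mice the median was −0.16 with 6 of 7 genes lower, at percentile 0.02 of random lists, and between the coronal mice it was 0.29 with 7 of 7 higher. Leaving out each array kept the sagittal median between −0.97 and −0.81 and the horizontal one between −0.22 and −0.05, the value without pair h1. Brain tissue expresses these genes, and all 7 were well above background on all arrays. In the sagittal plane scan day stays open, since pair s1, scanned on 1 day, had the smallest difference, −0.38, against −0.50 to −1.32 in the other pairs. In the horizontal plane scan day is argued against by the percentile of 0.02, as H and Ho were scanned together. The difference rests on pairs h1 (−0.69) and h2 (−0.48), however, and was between −0.21 and 0.12 in the others. H1 and H2 lay on another slide than H3 to H6, so that slide stays open for this difference. A candidate explanation is a difference in activity or handling of the mice before death, which the sagittal median of −0.95 leaves open, though the paper's text describes 1 procedure, perfusion under anesthesia, for all mice.

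Choroid plexus genes (Ttr, Folr1, Kl, Kcne2 and Clic6) were higher in Ho than in H, with a median of 0.62 (log2), 5 of 5 genes higher and above all random lists. With each array left out the median stayed between 0.33, without pair h2, and 0.88. By limma's moderated F test between the mice of all planes, Ttr differed (adjusted p = 0.0436) and the other 4 genes of the list did not (0.118 to 0.242). The choroid plexus median was 0.07 in the coronal plane and 0.12 in the sagittal plane, where its sign changed without pair s1 (−0.13) and with normexp (−0.02), and it was 0.43 with the slide as a random block. These are genes of a tissue that is part of the brain, and their levels peak in H4 and in Ho4. These are not partners, since H4 is paired with Ho5 and Ho4 with H3, so that the peak of each mouse was set against a fraction off the peak of the other, and a difference in position stays open for these genes. H and Ho were scanned together. No explanation was tested for this list.

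Blood genes were lower in Co than in C, with a median of −0.69 (log2), at percentile 0.39 of random lists. Of the 4 genes listed, 2 were measured, Hba-a1 (−0.42) and Alas2 (−0.97), both well above background on all arrays. Alas2 differed by limma's moderated F test between the mice of all planes (adjusted p = 0.000163), and Hba-a1 did not (adjusted p = 0.0806). The median of the blood genes was 0.17 in the horizontal plane and 0.02 in the sagittal plane, where its sign changed with the slide as a random block (−0.21) and without pair s7, s8 or s9 (down to −0.16). More blood left after perfusion in the C brain is a candidate explanation that the percentile of 0.39 leaves open for these genes. It was not extended to the other differing probes, and 2 genes are few.

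Prl was lower in Co than in C, at −3.15 (log2), as was Gh, at −2.30, while Pomc1, the third gene of the pituitary list, was at 0.11. The list's median was −2.30 in the coronal, −0.94 in the horizontal and −0.07 in the sagittal plane. With 1 array left out it was between −2.53 and −2.06 in the coronal and between −1.17 and −0.49 in the horizontal plane, where −0.49 was the value without pair h6. Gh was well above background on 18 arrays and Prl on 22, and both were on 15, against 11.3 that the separate numbers within each mouse would give by chance. In 100000 shuffles within the mice, 0.637% gave as many, but neighboring fractions are not independent. In C, Gh was well above background in 9 and Prl in 12 of 13 fractions, in Co in 4 and 5 of 16, and in So in 0. Most Co fractions were thus near background for both genes, and the sizes of these differences are not firm. Both genes peaked in the same fraction in C (C8) and H (H6), and in different fractions in Co and Ho. A candidate explanation is pituitary tissue left on some brains, which the 15 arrays leave open. Pomc1 was well above background on all arrays, the sagittal ones included, which limits this list, and with normexp background correction the coronal median was −0.40, and a biological difference was not tested.

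The members of the circadian list and of the sex list moved in both directions, so that their medians decide nothing. The medians of the circadian list were −0.10, 0.03 and −0.00 (log2) in the coronal, horizontal and sagittal plane, at percentiles 21.6, 57.3 and 63.9, and those of the sex list were −0.16, −0.00 and 0.11, at 15.7, 35.2 and 83.2. Single members differed between the mice by limma's moderated F test. Per1 was at 0.60 in Co against C and at −0.66 in So against S (adjusted p = 7.16e-12), Arntl was at 0.49 in Co against C (adjusted p = 4.52e-12), and Kdm5d of the sex list was at −0.63 in Co against C and at 0.36 in So against S (adjusted p = 9.79e-11). The cause was not tested. A test for a mouse far from the others was run on the log2 differences of Htt and of Bdnf at the area markers, 11 groups in all, and marked none. It did not look for arrays far from the others.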

How the results depend on the processing

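In this part, slide and scan day as fixed blocks, the slide as a random block for the mice, the ANOVA over the probes with a present flag and the other Gprin3 probe were chosen after the data were seen. Causes are named only where a setting's construction shows them, and otherwise the cause was not tested.

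The mean r of mirrored and of paired fractions, the probes detected, r of neighboring fractions on the same or another slide and the number of probes that differ between mice kept their direction, and their side of the threshold where tested, under every alternative run. Probes differing between mice ranged from 16380 with the slide as a random block to 23079, and from 22483 to 23604 with each array left out. The mean r over all pairs moved to 0.954 on linear intensities and 0.985 with normexp. Group V stayed within 1.5 times its main count except as given below, and Htt and Bdnf stayed under an adjusted p of 0.05 except as given below.

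The r between I and V, 0.0434 with a leave-one-out standard error of 0.0482, fell below 0, to −0.0023 with the ANOVA, −0.0022 with the ANOVA over the probes with a present flag, −0.0202 with median scaling, −0.0223 with the authors' values, −0.0140 with probes detected on all arrays, −0.227 with normexp, −0.266 with the replicate block of the mouse, −0.170 with the slide as a random block, −0.452 with the slide as a fixed block, −0.425 with scan day, −0.150 with a floor of 5, −0.173 on the log10 of V, and −0.0049, −0.0231 and −0.128 in the coronal, sagittal and horizontal pairs alone. It rose to 0.122 over all probes. The cause was not tested.

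Normexp gave 6259 probes in iV, 12029 in iv, a left-right r of 0.195 between S and So (main 0.0989) and a mean of 13.7 fractions at or above 80% of a probe's maximum (main 7.76). Only probes detected on all arrays left 14773 in V, 7446 in IV, 3715 in Iv, 3835 in iv and 12 of the 40 genes, because fewer probes are tested. That setting drops Gh and Prl, so that the pituitary medians were 0.1117 (coronal) and 0.0539 (horizontal), those of Pomc1 alone. The replicate block, which takes the mean difference between mice out of the error, gave 711 probes in Iv and 4422 in iv, with 31440 in V. Besides these and the r between I and V, it changed no call among the variance results it was run on. The slide as a fixed block gave 6167 in iV and 12120 in iv, and scan day gave 2576 in Iv. Pairs shifted by 1 fraction gave 10350 in Iv and an adjusted p of 0.0536 for Htt. Averaging all fractions with the marker at or above 80% gave 6 of 8 area markers with lower Htt at an adjusted p under 0.05, against 0. The cause was not tested.

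With fewer pairs in the test, the coronal plane gave 13772 probes in V, 7827 in IV, 5945 in iV, 10459 in Iv and 12342 in iv, with Htt at 0.275. The sagittal plane gave 2410, 1630, 780, 16656 and 17507, with Htt at 0.936, Bdnf at 0.253 and 18 of the 40 genes. The horizontal plane gave 4600, 2378, 2222, 15908 and 16065, with Htt at 0.367.

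With each array left out in turn, the adjusted p of Htt ranged from 0.0026 to 0.0851 and was above 0.05 without replicate 1 of pair c13 (0.0851) and replicate 2 of pair h1 (0.0516).

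Of the probes in group V, 21589 were shared with the ANOVA, 21223 with median scaling, 16646 with normexp, 21197 with the authors' values, 22350 with the replicate block, 19321 with the slide as a random block, 14699 with the slide as a fixed block and 17913 with scan day. Signal over background limits the calls on dim probes: the probe of Gprin3 in Table S2 was well above background on 1 of 61 arrays.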

Differences from the paper's values

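The r between I and V was 0.0434 here, and the paper's value is −0.02. Of the alternatives set before the data were examined, the sign was the paper's and the value within the standard error of 0.0482 from the paper's under the ANOVA of the methods (−0.0023), scaling to the median of each array (−0.0202), the authors' processed values (−0.0223), probes detected on all arrays (−0.0140), the coronal pairs (−0.0049) and the sagittal pairs (−0.0231). They were not under normexp, all probes, the replicate block, the slide as a random block, shifted pairs, the horizontal pairs, the stricter threshold, the floor of 5, and V as the log10 or as the unadjusted p. The ANOVA over the probes with a present flag, chosen after seeing the values, gave −0.0022.

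The FDR of Bdnf was 4.55e-08 here, and the paper's value, rounded, is 8.9e-08. Among the alternatives set before the data were examined, the ANOVA without moderation gave 9.28e-08 and the other probe of Bdnf 9.42e-08, both within 1.5 times of the paper's value. With 1 array left out, the first probe was within it in 37 of 56 settings, with a range of 2.49e-08 to 3.42e-07. The other probe also gave 7.60e-08 over all probes and 8.91e-08 with the floor of 5. It did not hold for the first probe under median scaling, normexp, the authors' values, all probes, probes detected on all arrays, the replicate block, the slide as a random block, shifted pairs, single planes or the floor of 5. The ANOVA over the probes with a present flag, chosen after seeing the values, also gave 9.28e-08.

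Htt in the area of Slc6a2 (Tg) was 85.4% of that in the motor cortex here, from the fractions with the highest marker, and the paper's value is about 19% in Fig. 5A, read by eye. No alternative set before the data were examined reached it: the values were 76.0% with median scaling or the authors' values, 84.8% with normexp, 86.0% with fractions at or above 80% of the marker's maximum, and 81.6% with a box-shaped back projection. The main values of the other markers were within 1.5 times of the paper's, also read by eye. The farthest from it were Bmp5 (CB lobe), at 89.8% against about 61%, and Tph2 (raphe nuclei), at 87.9% against about 69%. With the box-shaped back projection, Bmp5 was at 91.7%, more than 1.5 times the paper's value. The paper measures the areas in 3D maps, which were not used here. Its density counts only mapped values above the 80% cutoff and divides their total by the area's volume. The percentages from fractions are plain ratios without that cutoff, so that they are another measure. Only the back projection applied a cutoff to Htt. For Slc6a2 it gave 73.8% with the cutoff and 86.4% without it in So/Co/Ho, and 89.5% either way in S/C/H.

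The paper states that Htt was significantly lower than in the motor cortex in the areas of SN/VTA, raphe nuclei, Tg and the CB lobe. All 4 mean differences were negative here, but none passed an adjusted p of 0.05 over the 8 markers (0.0833). With 6 mice that needs at least 6 markers at the smallest possible p, so that failing it says little. Scaling to the median of each array or the authors' values gave an adjusted p of 0.05 for SN/VTA, raphe nuclei and Tg and 0.0833 for the CB lobe, and fractions at or above 80% of the marker's maximum gave 0.0417 for all 4. Under the main setting, the Myl4 fraction of the S, So and Ho mice also had the highest Htt, so that no marker could give a positive difference there.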

Other observations

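The use of the tests in this part to explain group V was chosen after the result was seen. The pairs matched by fraction number and the slide as a random block were themselves among the alternatives fixed before the data were examined.

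Chance as the source of the 22417 probes with non-uniform expression is excluded by 100 random matchings of the same fractions within each plane, of which 1, the real one, gave as many, with a median of 2812 and a maximum of 6205. Selection of the pairs by r on the same data as the whole source is argued against by pairs matched by fraction number alone, which gave 15417 probes. Neighboring fractions on a shared slide as the whole source are argued against by the slide as a random block, which gave 22559 probes. Between 43 neighbors on the same slide the mean r was 0.989, and between 12 on different slides 0.988, a difference of 0.00115 (permutation test with shifted slide boundaries, two-sided, p = 0.435). The hypothesis that these probes differ between brain areas is consistent with the 15417 probes, but the mixture of areas in each fraction was not separated.

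The 80% cutoff of the 3D maps was set against the fraction data. A detected probe was at or above 80% of its maximum in a median of 4 fractions and a mean of 7.76 of 61 (12.7%), and 9537 probes (26.1%) were so in a single fraction. With normexp the median was 8 fractions, and 5138 probes (14.0%) were so in a single fraction.

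The left minus right difference of mirrored fractions, taken across probes, correlated with r = 0.0989 between the S and the So mouse. Probes are not independent replicates and there is 1 mouse per series, so that no test was made. A log2 difference over 1 was found for 741 probes in S and 890 in So, of which 55 were found in both. With normexp these numbers were 34, 25 and 5.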
